# PELP1 Is a Novel Therapeutic Target in Hepatocellular Carcinoma

**DOI:** 10.1158/2767-9764.CRC-24-0173

**Published:** 2024-10-07

**Authors:** Khaled Mohamed Nassar, Xue Yang, Adriana Baker, Rahul Gopalam, William C. Arnold, Timilehin T. Adeniran, Marian H. Hernandez Fernandez, Megharani Mahajan, Zhao Lai, Yidong Chen, Gangadhara R. Sareddy, Suryavathi Viswanadhapalli, Lu-Zhe Sun, Ratna K. Vadlamudi, Uday P. Pratap

## Abstract

Hepatocellular carcinoma (HCC) is one of the leading causes of cancer-related deaths in the United States, with a median survival period of approximately 10 months. There is an urgent need for the development of effective targeted therapies for the treatment of HCC. Proline-, glutamic acid–, and leucine-rich protein 1 (PELP1) signaling is implicated in the progression of many cancers, although its specific contribution to the progression of HCC is not yet well understood. Analysis of The Cancer Genome Atlas HCC gene expression data sets and IHC analysis of HCC tissue microarray revealed that HCC tumors had elevated expression of PELP1 compared with normal tissues, and high expression of PELP1 is associated with unfavorable survival outcomes. Suppression of *PELP1* expression using short hairpin RNA significantly reduced the cell viability, clonogenicity, and invasion of HCC cells. Importantly, SMIP34, a first-in-class small-molecule inhibitor targeting PELP1, effectively decreased the cell viability, clonogenic survival, and invasiveness of HCC cells. Gene expression analysis using RNA sequencing revealed that *PELP1* knockdown cells exhibited a decrease in c-Myc, E2F, and other oncogenic pathways related to HCC. Mechanistic studies showed that SMIP34 treatment impaired the Rix complex, a critical component of ribosomal biogenesis, in HCC cells. Furthermore, the knockdown or pharmacologic inhibition of PELP1 significantly decelerated the HCC tumor growth in xenograft models. In summary, our study findings indicate that PELP1 could serve as a promising target for therapeutic intervention in HCC.

**Significance:**

HCC is one of the leading causes of cancer fatalities in the United States. Effective targeted therapeutics for HCC are urgently needed. In this study, we show that PELP1 proto-oncogene is crucial to HCC progression and that PELP1 inhibition reduced HCC cell proliferation *in vitro* and *in vivo*. Our results imply that PELP1-targeted drugs like SMIP34 may be useful as new therapeutic agents for HCC treatment.

## Introduction

Hepatocellular carcinoma (HCC) is the fourth leading cause of cancer-related deaths in the world and is the fastest growing cause of liver cancer deaths in the United States (1). Globally, liver cancer accounts for approximately 800,000 fatalities per year, and the global burden of liver cancer is estimated to be more than a million by 2025 (2). The prognosis of advanced HCC is exceedingly dismal, with a median survival rate of about 10 months (3). Furthermore, Latinos in South Texas have the highest liver cancer rates in the United States (4). Despite the execution of several surveillance programs to detect HCC at the earlier stages, most patients are diagnosed at advanced stages in which treatment options are limited (5). Thus, there is an unmet need to develop effective targeted therapies for the treatment of HCC.

Proline-, glutamic acid–, and leucine-rich protein 1 (PELP1) is a proto-oncogene that acts as a scaffolding protein in several chromatin remodeling and kinase signaling complexes (6). PELP1 is crucial in several biological pathways, such as nuclear receptor signaling, cell-cycle progression, and DNA damage response (7–9). The PELP1 protein possesses a Glu-rich domain that binds to histones, and it interacts with several complexes involved in altering chromatin dynamics (10–13). The oncogenic signaling of PELP1 is associated with the progression of various types of cancer, such as breast (14), endometrial (15), ovarian (16), salivary (17), prostate (18), lung (19), pancreas (20) and colon (21) cancers. Nevertheless, its contribution to the progression of HCC is still uncertain.

Recent studies suggested that PELP1 functions as a component of the Rix1 complex, which functions as a ribosome biogenesis regulator (22). Cryo-EM studies confirmed that PELP1 scaffolds the Rix1 complex, and its association with WDR18 may direct PELP1’s activity (23). Another study using PELP1 knockdown (PELP1-KD) model cells showed that PELP1-mediated oncogenic functions involve the regulation of several transcription factors, including c-Myc and ribosome biogenesis (24). Recent studies identified a small-molecule inhibitor, SMIP34, that binds PELP1 (25) and disrupts Rix1 complex function, leading to decreased protein synthesis (26). However, the therapeutic utility of SMIP34 in treating HCC is unknown.

This study focused on investigating the significance and therapeutic possibilities of targeting PELP1 in blocking the progression of HCC. Examination of The Cancer Genome Atlas (TCGA) HCC data sets and tissue arrays confirmed the increased expression of PELP1 in HCC. Suppression of PELP1, either through PELP1-KD or SMIP34 treatment, resulted in a decrease in cell viability, invasiveness, and clonogenicity of HCC cells. Mechanistic investigations demonstrated that PELP1 plays a crucial role in regulating the c-Myc and E2F pathways. Additionally, the KD of PELP1 or pharmacologic inhibition of PELP1 using SMIP34 significantly decreased the growth of HCC xenografts *in vivo*.

## Materials and Methods

### Cell lines and reagents

The human HCC cell line Huh7 (RRID: CVCL 0336) was a gift from Dr. Robert Lanford at the Texas Biomedical Research Institute in San Antonio, Texas. Other HCC cell lines (Hep3B, SNU398, SNU475, SNU423, and SNU449) were purchased from the ATCC and were maintained as per ATCC guidelines. The identity of cells was confirmed by short tandem repeat polymorphism analysis. All HCC cell lines were cultured in complete RPMI medium supplemented with 10% FBS and Antibiotic–Antimycotic. All the cell lines used in this study were free of *Mycoplasma* contamination. Synthesis of the PELP1 inhibitor SMIP34 was described in our earlier publication (25). PELP1-KD cells were generated using validated short hairpin RNAs (shRNA) and puromycin selection (1 μg/mL) using established protocol described in a previous publication (26). The p-mTOR (S2448), mTOR, p-S6 (S235/236), S6, p-STAT-3 (Y705), STAT3, p-Akt (S473), Akt, p-ERK (Thr202/Tyr204), ERK, p-4E-BP1 (Thr37/46), 4E-BP1, c-Myc, and GAPDH antibodies were obtained from Cell Signaling Technology. Beta-actin (A-2066) and vinculin antibodies (V9264) were purchased from Millipore Sigma. The Ki67 antibody (ab1667) was purchased from Abcam. The E2F1 (sc-251) antibody was purchased from Santa Cruz, and the GFP antibody (632381) was purchased from BD Biosciences. The WDR18 (15165-1-AP), TEX10 (17372-1-AP), and LAS1L (16010-1-AP) antibodies were obtained from Proteintech. Two PELP1 antibodies (A300-180A and IHC-00013) used in this study were purchased from Bethyl Laboratories, Inc. The GFP-PELP1 lentivirus construct was custom synthesized using VectorBuilder. Stable cells expressing GFP-PELP1 were generated by puromycin selection, and pooled clones were used for experiments.

### Cell viability, clonogenicity, and invasion assays

The cell viability rates of HCC cells expressing either *PELP1*-shRNA or treated with SMIP34 along with controls were determined by MTT (3-(4,5-Dimethylthiazol-2-yl)-2,5-Diphenyltetrazolium Bromide) assays (27). Clonogenic experiments were performed in 6-well plates, as described (27). Briefly, HCC cells expressing either control or *PELP1*-shRNA or cells exposed to vehicle or SMIP34 for a duration of 5 days were subjected to colony formation for a period of 14 days. Then cells were fixed with ice-cold methanol and stained using a 0.5% crystal violet solution. The colonies were quantitated using the NIH Image J program. The invasive potential of HCC cells expressing either *PELP1*-KD or treated with SMIP34 along with controls was evaluated using Corning BioCoat Matrigel Invasion Chamber assays using published protocol (27).

### RNA sequencing, RT‐qPCR, and Western blotting

Total RNA was isolated from control and *PELP1*-KD cells using RNeasy Mini Kit (Qiagen). The RNA sequencing (RNA-seq) analyses were conducted using the standard procedures of the Genome Sequencing Facility at the University of Texas Health San Antonio. The sequencing reads were mapped to the UCSC hg19 genome using the TopHat2 aligner, and the reads were quantified to the NCBI RefSeq genes using HTSeq. For the evaluation of functional enrichment pathways, the differential expression analysis conducted with DEseq2 utilized genes that exhibited a significant 2-fold change and adjusted *P* values below 0.05. Pathways were identified using gene set enrichment analysis (http://www.broadinstitute.org/gsea/index.jsp; ref. 28). A bubble plot was generated using online R-based visualization tool Hiplot (ORG; https://hiplot.org). The heatmaps of differential genes were produced using R software (version 4.2.1, R Core Team, 2022) and PHEATMAP package (version 1.0.12, https://cran.r-project.org/web/packages/pheatmap/index.html). RNA-seq data were deposited to the Gene Expression Omnibus database under the accession number GSE254860. Gene-specific primers were used to perform RT-qPCR to validate selectedgenes. The primer sequences are provided in the Supplementary Table S1. The RT-qPCR method was used as previously described (27). HCC cells were lysed using RIPA lysis buffer containing proteases and phosphatases inhibitors. Western blotting analysis was performed as described previously (27). Uncropped images of Western blots were included as Supplementary Fig. S2.

### Global protein synthesis analyses

For measuring global protein synthesis, HCC cells expressing either control shRNA or *PELP1-*shRNA or cells treated with SMIP34 (5, 10, and 15 μmol/L) for 16 hours were then treated with puromycin (Sigma-Aldrich, P7255; 10 μg/mL) for 30 minutes. Cycloheximide was used as a positive control as a blocker of protein synthesis. Total lysates were analyzed by Western blotting using an anti-puromycin (3RH11) antibody.

### Tissue microarray and IHC

Liver cancer tissue microarray (TMA; BC03119b) was purchased from TissueArray.Com (20855). The TMA contained 95 HCC and 10 normal liver tissues derived both from men and women patients. Some of the tissue cores were damaged; therefore, we only used good-quality cores for the analyses, which included 86 HCC and 6 normal liver tissues. IHC analysis of TMA using the PELP1 antibody was performed as previously described (26). IHC studies of mice xenograft tumors using Ki67 and PELP1 antibodies were conducted following established protocols (26). Five microscopic fields were randomly chosen and were used to calculate the percentage of Ki-67–positive proliferating cells. The intensity of PELP1 expression was quantified using Image J software.

### *In vivo* xenograft studies

All animal studies were conducted with the approval of the Institutional Animal Care and Use Committee at the University of Texas Health San Antonio. Female or male SCID mice, ages 8 to 10 weeks, were acquired from Charles River Laboratories. Hep3B cells stably expressing either the control vector or PELP1-KD (PELP1-shRNA1; 2 × 10^6^) were injected into the flank of SCID mice. A total of 6 to 8 tumors per group were used for xenograft experiments. For the SMIP34 treatment study, Hep3B xenograft tumor fragments measuring 2 to 3 mm^3^ were implanted subcutaneously on both flanks of female SCID mice. Treatment began once the tumor volume reached approximately 200 mm^3^. The control group was administered with vehicle, and the treatment group received SMIP34 (20 mg/kg/i.p./5 days a week) in 0.3% hydroxypropyl cellulose. The tumor’s volume was measured using a caliper at regular intervals of 3 to 4 days and calculated using a modified ellipsoidal formula. Tumor volume = 1/2(*L* × *W*^2^), in which *L* stands for the tumor’s longitudinal diameter and *W* for its transverse diameter. All mice were euthanized when the control tumors reached the size of ∼1,000 to 1,500 mm^3^, and their tumors were taken out and processed for histologic analysis.

### Databases and bioinformatic analysis

The *PELP1* gene expression in normal and HCC tissues was analyzed using TNMplot database analysis tool (https://tnmplot.com/; ref. 29). Survival analysis based on PELP1 protein expression was obtained from v23 (proteinatlas.org). PELP1 protein levels in normal and tumor samples in the Clinical Proteomic Tumor Analysis Consortium database was analyzed using the UALCAN (The University of ALabama at Birmingham CANcer data analysis Portal) website (30).

### Statistical analyses

GraphPad Prism 9 software was used for all statistical analyses (GraphPad Software). Statistics were compared between the control and *PELP1*-KD or vehicle- and SMIP34-treated groups using the Student *t* test and ANOVA. All the data in bar graphs are displayed as the mean ± SE. Significant results were defined as a *P* value less than 0.05.

### Data availability

All data supporting the conclusions are included in the manuscript and/or in the Supplementary Materials.

## Results

### PELP1 expression is upregulated in HCC and correlated with poor survival

We utilized the TNMplot analysis tool, which enables the comparison of gene expression between tumor and normal tissues to examine alterations in *PELP1* levels in HCC. These results suggested that HCC tissues have a significantly higher level of PELP1 expression relative to normal liver tissues (Fig. 1A). The examination of the TCGA dataset utilizing the UALCAN database revealed a higher *PELP1* expression in all cancer stages compared with normal liver tissues (Fig. 1B). Analyses of data from the Clinical Proteomic Tumor Analysis Consortium using the UALCAN tool revealed that the expression of PELP1 is higher in HCC tumors compared with normal liver tissues (Fig. 1C). Further analysis of The Human Protein Atlas database also uncovered a negative correlation between the expression of PELP1 and survival of patients with HCC (Fig. 1D). We further validated the increased expression of PELP1 in HCC by IHC by using a TMA. The results indicated that the expression of PELP1 is increased in HCC tumors in comparison with normal liver tissues (Fig. 1E and F). Taken together, these results suggest that PELP1 is highly expressed in HCC and that its expression is associated with poor survival rates.

**Figure 1:**
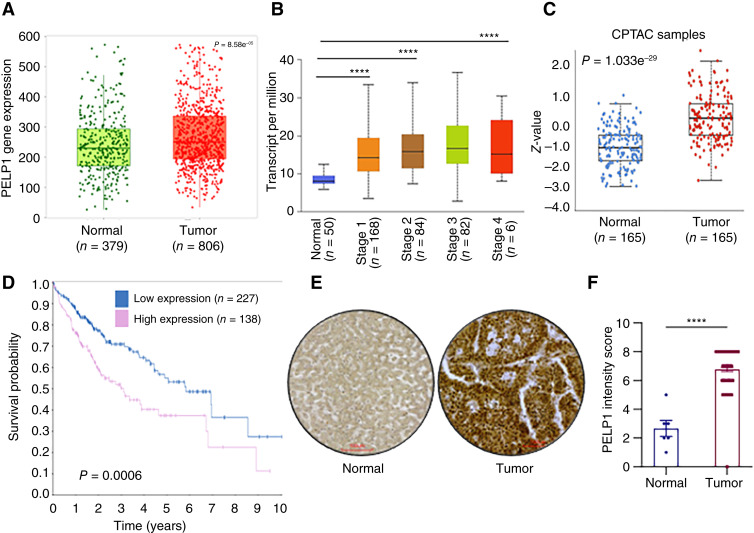
PELP1 expression is upregulated in HCC, and high PELP1 expression is associated with poor survival of patients with HCC. Data obtained from TNMplot shows increased expression of PELP1 in patients with HCC (**A**). The results from TCGA-UALCAN database show that PELP1 expression is increased with HCC progression (**B**). The Clinical Proteomic Tumor Analysis Consortium database shows high PELP1 expression in HCC tumor tissues compared with normal tissues (**C**). Association of protein expression of PELP1 with overall survival of patients with HCC was obtained from The Human Protein Atlas (**D**). TMA was used to investigate the PELP1 expression in 86 HCC and six normal liver specimens by IHC and quantified (**E** and **F**). Scale bar, 100 μm. *P* values are calculated using the Student *t* test. ****, *p* < 0.0001.

### PELP1-KD or SMIP34 treatment decreased the cell viability, clonogenic survival, and invasion of HCC cells

To investigate the functional significance of PELP1 in HCC, we established *PELP1*-KD HCC cells using two distinct *PELP1*-shRNAs. Control non-target shRNA-transduced cells were used as controls. Western blotting analyses confirmed reduction in PELP1 levels in both PELP1-KD HCC cells (Fig. 2A). The MTT cell viability assay results showed that *PELP1*-KD significantly reduced the growth of both *PELP1*-shRNA–expressing cells compared with control HCC cells (Fig. 2B). Furthermore, *PELP1*-KD significantly reduced the clonogenic survival of HCC cells (Fig. 2C). Additionally, *PELP1*-KD resulted in reduced invasiveness of HCC cells compared with control cells (Fig. 2D). To further investigate the impact of PELP1 expression on the oncogenic capabilities of HCC cells, we augmented the expression of PELP1 in SNU475 and Hep3B cells which express relatively lower levels of PELP1 compared with other HCC cells by using a lentiviral vector (Supplementary Fig. S1A and S1B). The PELP1 overexpression models, specifically SNU475–PELP1-GFP and Hep3B–PELP1-GFP, demonstrated a 2-fold to 3-fold upregulation in PELP1 expression compared with the parental SNU475 and Hep3B cells (Supplementary Fig. S1B). Cell viability and clonogenic assays demonstrated that the upregulation of PELP1 significantly augmented the cell viability and clonogenic survival of HCC cells compared with the parental cells (Supplementary Fig. S1C and S1D).

**Figure 2:**
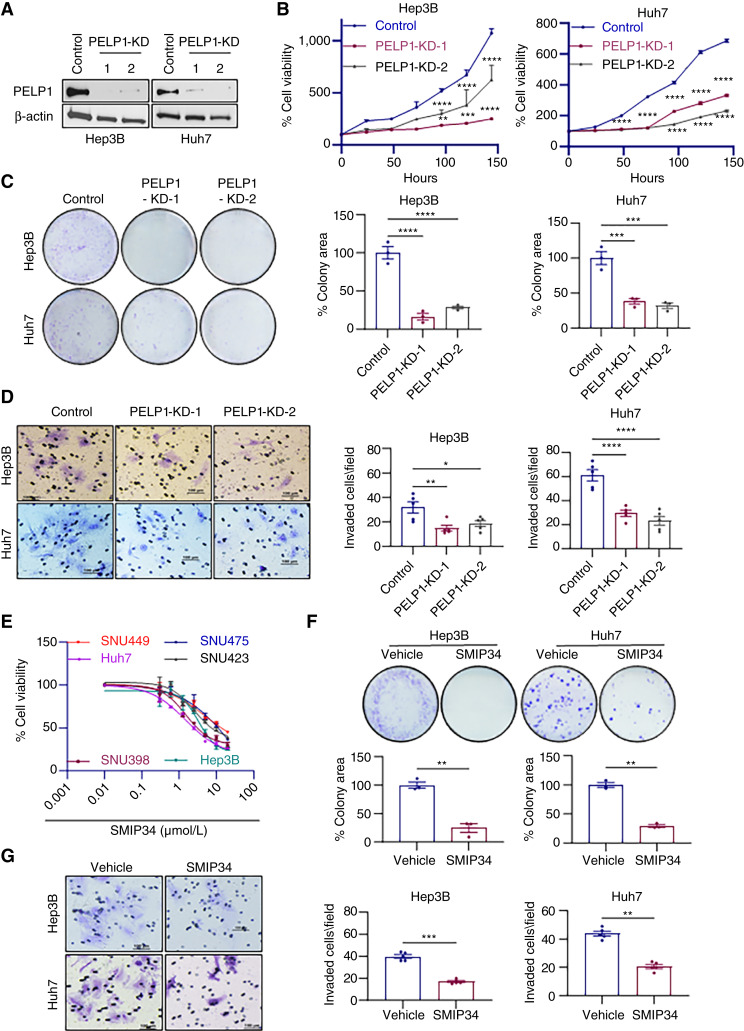
*PELP1*-KD/SMIP34 treatment decreased cell viability, clonogenicity, and invasiveness of HCC cells. PELP1-KD in Huh7 and Hep3B cell lines were confirmed by Western blot (**A**). Cell viability and clonogenic assays were performed to assess the impact of PELP1 KD on the growth of Huh7 and Hep3B cells (**B** and **C**). The effect of *PELP1*-KD on the invasion of HCC cells was performed using Matrigel invasion chamber assays (**D**). The effect of SMIP34 on the cell viability of six HCC cells was measured using MTT assay (**E**). Effect of SMIP34 (5 μmol/L) on clonogenic cell survival was examined using colony formation assay (**F**). The effect of SMIP34 (10 μmol/L) treatment on HCC cells invasion was performed using Matrigel invasion chamber assay (**G**). The results show the mean ± SEM, *n* = 3. *P* values are calculated using the Student *t* test and one-way ANOVA, *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001.

Our group has recently identified SMIP34, a small-molecule inhibitor that binds and interferes with the oncogenic functions of PELP1 (25). We conducted MTT assays to examine the impact of suppressing PELP1 with SMIP34 on the viability of HCC cells. The findings from the experiment utilizing six different HCC cell lines indicate that SMIP34 is efficient in reducing the viability of HCC cells with an IC_50_ value of 1.5 to 15 μmol/L (Fig. 2E). Similarly, SMIP34 demonstrated efficacy in reducing the colony-forming capacity of HCC cells (Fig. 2F). In addition, treatment with SMIP34 resulted in a decrease in the invasion of HCC cells (Fig. 2G). Collectively, these findings suggest that PELP1 is necessary for HCC cell viability, survival, and invasion.

### PELP1-KD reduced the expression of genes associated with cell proliferation

To comprehend the molecular mechanism(s) through which the inhibition of PELP1 decreases the viability of HCC cells, we examined the changes in gene expression in both control and PELP1-KD cells by RNA-seq. 

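Hep3B is an established human hepatocellular carcinoma cell line. RNA was sequenced in 3 control libraries, of cells with a non-targeting shRNA, and in 3 libraries labelled PELP1-KD. The labels conflict on the RNA extraction, on single or paired reads, and on whether mRNA was selected or ribosomal RNA removed. The last bears on what the reads of noncoding genes measure. An shRNA is a short hairpin RNA that the cell cuts into a small RNA, which then directs the breakdown of the matching mRNA. The titles of the PELP1-KD libraries name the first PELP1 shRNA, but the protocol in their labels names both PELP1 shRNAs of the study, so which was used is uncertain. The paper gives the puromycin used for selection as 1 μg/mL, and the sample labels give 1 mg/mL. By its methods, the authors mapped the reads to the hg19 genome with TopHat2 and quantified them to RefSeq genes with HTSeq. The header of the deposited tables names featureCounts instead, run by strand with a minimum mapping quality of 2. Reads that matched several places or several genes were shared out as fractions. The deposited values are thus estimated counts per gene without normalization, and between 10.6% and 13.3% of the values of a library were not whole. They were rounded to whole numbers here before any test. The control libraries held 34456542, 32945954 and 33220300 reads on genes, with a median of 33220300. The libraries labelled PELP1-KD held 30319385, 26758363 and 31535892, with a median of 30319385. Albumin (ALB) took the largest share of reads in each of the 6 libraries, from 1.08% to 1.12% in the control libraries and from 0.710% to 0.739% in those labelled PELP1-KD. Groups were compared with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment, on the 14537 of 23228 genes that passed edgeR's filter on low counts.

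PELP1, the targeted gene, lies on chromosome 17 of hg19 from 4574679 to 4607632 on the minus strand. In the annotation of the tables, 0 of its 3674 exon bases are shared with another gene. PELP1 had 5338, 5127 and 5348 reads in the control libraries and 4318, 4135 and 4846 in the libraries labelled PELP1-KD. After normalization these were 4970 ± 115 reads (SD, n = 3) and 4695 ± 238 reads (SD, n = 3), so the libraries labelled PELP1-KD held 94.5% of the control level. The log2 fold change was −0.08 (standard error 0.04, 95% interval −0.20 to 0.03, adjusted p = 0.101 from edgeR). Each control value lay above each PELP1-KD value (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). With the replicate number as a block, the log2 fold change was −0.08 with an adjusted p of 0.0106, and without replicate 3 of PELP1-KD it was −0.10 with an adjusted p of 0.018. For the protein, the paper reports lower PELP1 in its knockdown cells, Hep3B among them, by Western blot. Because PELP1 RNA lay close to the control level, libraries are named here by their labels, and each direction given is that of the labels.

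**Figure D1:**
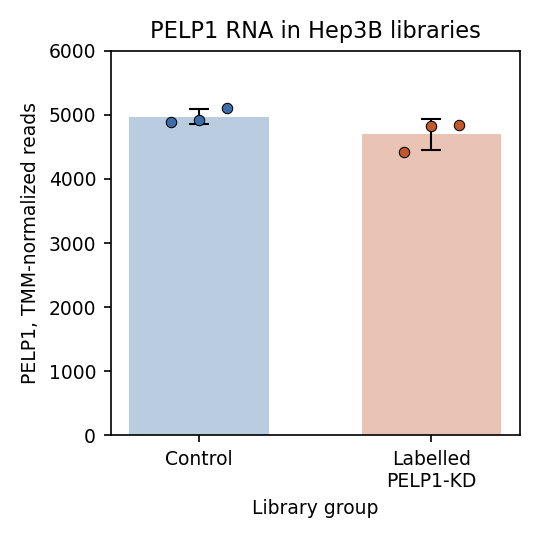
TMM-normalized PELP1 reads (vertical axis) in the 3 control libraries and the 3 libraries labelled PELP1-KD. Points are libraries, bars are group means and error bars are SD. The bars stand at 4970 and 4695 reads.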

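With the thresholds of the paper's methods, an adjusted p below 0.05 and at least a 2-fold change, edgeR called 1112 of the 14537 tested genes. Of these, 415 were higher and 697 were lower in the libraries labelled PELP1-KD than in the control libraries. Without the threshold on fold change, 7788 genes (53.6%) had an adjusted p below 0.05, of which 3899 were higher and 3889 lower. The replicates were close to each other, with a biological coefficient of variation of 4.04% and a median standard error of 0.063 for a gene's log2 fold change. The sample titles number the replicates but name no separate transductions. If the libraries of a group are repeat cultures of a single transduced population, these spreads and all p values here leave out differences between transductions. The 3 values of one group all lay above the 3 of the other for 8549 genes (58.8%, where chance gives 10%), and for 1097 of the 1112. The filter on weakly expressed genes moved the count most among the alternatives chosen before the data were examined. With genes that had a mean of at least 1 RPKM in either group, 594 genes were called, of which 251 were higher and 343 lower. With no filter, 1386 were called. DESeq2, the tool of the paper's methods, called 1202 genes (439 higher and 763 lower), including 1053 of the 1112.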

Overall, 592 genes (2-fold change over control cells with adjusted *P* value < 0.05) were differentially expressed in *PELP1*-KD cells compared with control cells. The volcano plot (Fig. 3A) illustrates the expression of top upregulated and downregulated genes between the control and PELP1-KD groups. 

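The genes named here were chosen by size of change or by p among 555 called genes with a mean of at least 100 normalized reads in the higher group and no overlap between the groups. The smallest p values among genes lower in the libraries labelled PELP1-KD belonged to GC, H19, MIR675, A2M and AHSG. GC, which encodes the vitamin D-binding protein made by liver cells, lies on chromosome 4 of hg19 from 72607411 to 72671237. It fell from 21641 ± 257 normalized reads (SD, n = 3) in control to 704 ± 11.4 (SD, n = 3), a log2 fold change of −4.94 (standard error 0.04, adjusted p = 3.86e-25). H19, an imprinted noncoding RNA on chromosome 11 from 2016406 to 2019065, fell from 98580 ± 2903 to 6052 ± 416 normalized reads (SD, n = 3 each), a log2 fold change of −4.03 (standard error 0.04, adjusted p = 4.51e-23). MIR675 lies inside H19, so its reads are shared with H19 and it is not a separate result. A2M and AHSG, which encode secreted plasma proteins, had log2 fold changes of −3.02 and −3.03. The largest falls were those of DLK1, CHODL, BGN, PAR5 and A1BG. DLK1, on chromosome 14 from 101193202 to 101201467, had 1626, 1607 and 1569 reads in the control libraries and 5, 1 and 4 in the libraries labelled PELP1-KD (log2 fold change −8.69, standard error 0.14, adjusted p = 1.96e-20). CHODL had 430 reads in the control libraries together and 2 in the others, a ratio of 192 with a 95% counting interval of 52.7 to 1587. BGN, PAR5 and A1BG had log2 fold changes of −5.30, −5.19 and −5.07.

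The smallest p values among higher genes belonged to CYP1A1, AGR2, CYP1B1, COL2A1 and EDIL3. CYP1A1, a xenobiotic-metabolizing enzyme gene on chromosome 15 from 75011883 to 75017877, rose from 2893 ± 39.1 to 12017 ± 201 normalized reads (SD, n = 3 each), a log2 fold change of 2.05 (standard error 0.04, adjusted p = 7.5e-20). AGR2 rose from 150 ± 6.30 to 1900 ± 45.1 normalized reads (SD, n = 3 each), a log2 fold change of 3.66 (standard error 0.06, adjusted p = 9.6e-20). CYP1B1, COL2A1 and EDIL3 had log2 fold changes of 3.38, 1.37 and 3.10. The largest rises were those of FAR2 (log2 fold change 5.53), PSAPL1 (5.53), SLC7A8 (5.40), FAM78B (5.03) and PIP5K1B (4.02), all rare in control. FAR2 had 1, 3 and 4 reads in the control libraries and 101, 106 and 139 in those labelled PELP1-KD. With each library left out in turn, every gene named here kept its direction and an adjusted p below 0.05. The largest rises were less certain in size. In these fits SLC7A8 lay between 4.8 and 7.2, PSAPL1 between 5.0 and 6.1 and FAR2 between 5.1 and 5.9, so their order is not settled.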

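The Molecular Signatures Database sets of Fig. 3B and C were not used here. In their place, gene lists compiled from general knowledge before the data were examined were tested as sets with limma's camera, which asks whether a list's log2 fold changes differ from those of the other genes. The adjusted p values are over the 12 lists tested. Of 40 DNA replication genes, 32 were lower in the libraries labelled PELP1-KD, with a median log2 fold change of −0.11 (camera adjusted p = 0.0028). At an adjusted p below 0.05, 18 of them were called lower and 4 higher over all genes tested, and the same numbers, 18 and 4, adjusted over the list alone. No gene of this list changed 2-fold. The paper shows 5 of these genes in Fig. 3D or Supplementary Table 1, so they are not independent of its own choice on these libraries, and the other 35 had a median of −0.09. All 30 genes of a mitosis list were lower, with a median of −0.18 (camera adjusted p = 3.8e-06). There, 21 were called lower over all genes tested and 23 adjusted over the list alone. The 27 mitosis genes that the paper does not show had a median of −0.17. Of 40 hepatocyte genes, none of them shown by the paper, 31 were lower, with a median of −0.32 (camera adjusted p = 6.8e-05). Of these, 24 were called lower and 5 higher over all genes tested, and likewise 24 and 5 adjusted over the list alone. A1BG, F12 and ITIH1 fell most clearly, and F12 and ITIH1 had log2 fold changes of −1.27 and −1.36. The rotation test fry asks only whether a list's own genes changed, without the other genes. It gave adjusted p of 6.98e-05 for DNA replication, 6.98e-05 for mitosis and 6.5e-05 for hepatocyte genes. With 53.6% of all tested genes at an edgeR adjusted p below 0.05, fry called 9 of the 12 lists. Its calls are thus no check on those of camera. With the correlation between genes estimated from the 6 libraries instead of preset at 0.01, camera gave 0.0689, 0.0689 and 0.0961, so these 3 calls were lost.

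**Figure D2:**
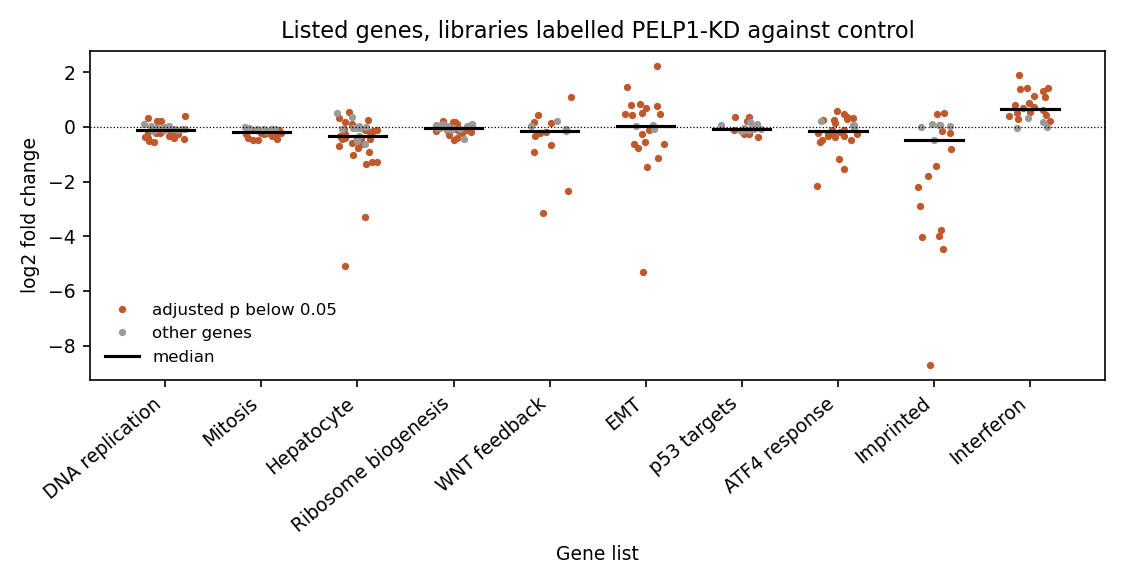
Log2 fold change of each tested gene (vertical axis) in libraries labelled PELP1-KD against control, for 10 gene lists (horizontal axis). Points are genes, coloured where edgeR's adjusted p was below 0.05, and black lines are list medians. The mitosis genes lie below 0 and close together, with a median of −0.18, while the EMT list spreads to both sides with a median of 0.04.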

The gene set enrichment analysis revealed a negative correlation between *PELP1*-KD–regulated genes and the *Myc*,* E2F*, and liver cancer–pathway specific genes (Fig. 3B–D). We used RT-qPCR to validate representative genes from each of the three pathways, and these results confirmed PELP1 regulation of these genes (Fig. 3E). Pharmacologic inhibition of PELP1 using SMIP34 also resulted in the downregulation of *Myc*, *E2F*, and liver cancer–specific genes (Supplementary Fig. S2A and S2B). These data suggest that PELP1 signaling has a substantial impact on reducing the expression of genes related to cell proliferation, such as *E2F* and *Myc*, in HCC cells.

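MYC lies on chromosome 8 of hg19 from 128748315 to 128753680. Its RNA fell from 3303 ± 122 normalized reads (SD, n = 3) in the control libraries to 2435 ± 114 (SD, n = 3) in those labelled PELP1-KD. This is 73.7% of control, a log2 fold change of −0.44 (standard error 0.04, adjusted p = 8.17e-08 from edgeR), and it stayed between −0.48 and −0.40 with each library left out in turn. E2F1, on chromosome 20 from 32263292 to 32274210, was not called, with 3262 ± 48.3 and 3402 ± 209 normalized reads (SD, n = 3 each), a log2 fold change of 0.06 (standard error 0.04, adjusted p = 0.262). It was called higher only with the replicate block and a correction for GC content and gene length, which was chosen after the data had been seen (0.078, adjusted p = 0.012). Other E2F genes were looked at after their values had been seen. E2F3 (−0.27, adjusted p = 0.000396) and E2F7 (−0.39, adjusted p = 0.000354) were lower. E2F2 (−0.09, adjusted p = 0.277) and E2F8 (0.06, adjusted p = 0.354) were not called. The proliferation marker MKI67 had a log2 fold change of −0.08 (standard error 0.03, adjusted p = 0.0509). It was called lower with the replicate block (−0.080, adjusted p = 0.00416), with the block and the GC correction (−0.18, adjusted p = 2.74e-10) and with DESeq2 (adjusted p = 0.041). It was also called with DESeq2's size factors in edgeR (adjusted p = 0.0438), upper-quartile normalization (adjusted p = 0.0378) and at least 10 reads in every library (adjusted p = 0.0372). It was not called without a filter on low counts (adjusted p = 0.0888). Nor was it called in 4 of the 6 fits that left out a library, with an adjusted p of up to 0.199. From the lower expression of the MYC, E2F and liver cancer pathway genes, together with its RT-qPCR and its experiments with the inhibitor SMIP34, the paper proposes that PELP1 signaling affects the expression of proliferation genes in HCC cells.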

**Figure 3:**
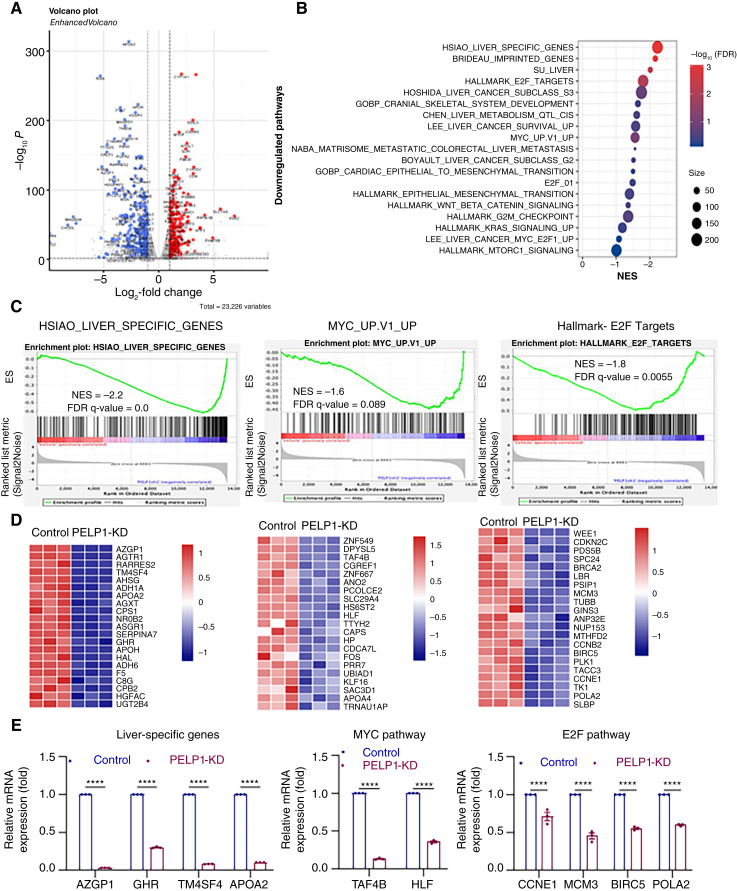
Analysis of global transcriptional changes in *PELP1*-KD HCC cells. Volcano plot of differentially expressed genes with PELP1-KD in Hep3B cells is displayed (*n* = 3; **A**). PELP1-downregulated pathways were identified using differentially expressed gene signature (**B**). Gene set enrichment analysis plots show negatively enriched pathways by PELP1-KD (**C**). Heatmap images of the specific genes affected by *PELP1*-KD (**D**). RT-qPCR was used to validate the specific genes that were differentially regulated by *PELP1*-KD in RNA-seq analysis (**E**). Data are represented as the mean ± SEM. *P* values are calculated using two-way ANOVA, ****, *p* < 0.0001. ES, enrichment score.

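The bubble plot of Fig. 3B includes a set of imprinted genes, which are expressed from the copy of one parent. A list of imprinted genes compiled before the data were examined had 21 tested members with a median log2 fold change of −0.49 in the libraries labelled PELP1-KD (camera adjusted p = 0.000669, fry adjusted p = 2.23e-05). With an estimated correlation between genes, camera's adjusted p was 0.174. The median was −0.20 with at least 10 reads in every library and between −0.59 and −0.29 with each library left out in turn. Of the 21 genes, 12 were called lower and 2 higher by edgeR, over all genes tested and also adjusted over the list alone, and 9 were lower by at least 2-fold. SNRPN had the smallest p of this list after H19, and fell from 2786 ± 103 normalized reads (SD, n = 3) in control to 4.60% of that level, a log2 fold change of −4.45 (standard error 0.07, adjusted p = 1.89e-20). It shares its reads with SNURF, which the annotation places on the same transcripts on chromosome 15.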

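Fig. 3D shows 21 genes in each of 3 panels. Since the study chose them on these same libraries, their direction here is not independent evidence. All 21 liver-specific genes were lower in the libraries labelled PELP1-KD with an adjusted p below 0.05 from edgeR, and all 21 fell at least 2-fold. Their median log2 fold change was −2.07, from −4.57 for AZGP1 to −1.35 for HGFAC. The 21 MYC pathway genes were lower and called as well, with a median of −0.74, from −2.81 for ZNF549 to −0.33 for TRNAU1AP, and 8 of them fell at least 2-fold. The 21 E2F pathway genes were lower and called with a median of −0.51, from −1.90 for TUBB to −0.40 for POLA2. Only TUBB of that panel fell at least 2-fold. DESeq2 also called all 21 genes of the liver and E2F panels, but 17 of the 21 MYC pathway genes, without TTYH2, CAPS, FOS and APOA4. TUBB has exons on 8 sequences of hg19, alternative haplotypes of chromosome 6 included, so its reads can match several places and its value is uncertain.

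Supplementary Table 1 names 14 genes for its RT-qPCR primers besides 18S and GAPDH, and these names were used here. The pair listed for BRCA2 matched BCCIP instead, which was not called (log2 fold change −0.04, adjusted p = 0.485 from edgeR). All 14 named genes were lower in the libraries labelled PELP1-KD, with a median log2 fold change of −0.78 (camera adjusted p = 3.05e-09, fry adjusted p = 3.51e-08, and 0.0158 with an estimated correlation). All 14 were called over all genes tested and also adjusted over the list alone, again for genes that the study chose on these libraries. MCM3 fell from 5521 ± 81.0 to 3733 ± 36.5 normalized reads (SD, n = 3 each), a log2 fold change of −0.56 (standard error 0.04, adjusted p = 9.12e-11). CCNE1, BIRC5 and BRCA2 had log2 fold changes of −0.43, −0.47 and −0.72. HLF fell from 1070 ± 17.6 to 595 ± 33.2 (SD, n = 3 each), a log2 fold change of −0.85 (standard error 0.06, adjusted p = 2.56e-10). TAF4B was rare, at 44.3 ± 2.39 and 7.51 ± 2.25 (SD, n = 3 each), so its log2 fold change of −2.56 has a standard error of 0.30. SAC3D1 and CDCA7 changed by −0.40 and −0.32. APOA2 fell from 45691 ± 1005 to 7213 ± 244 (SD, n = 3 each), a log2 fold change of −2.66 (standard error 0.03, adjusted p = 4.33e-22). AGTR1, TM4SF4 and GHR had log2 fold changes of −4.39, −3.35 and −1.90.

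**Figure D3:**
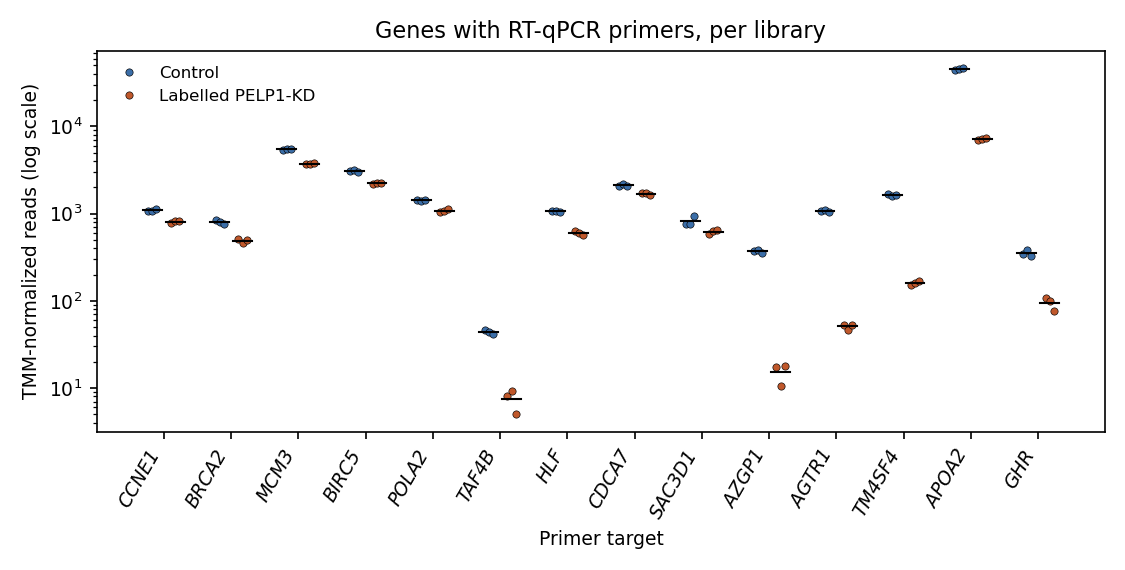
TMM-normalized reads (vertical axis, log scale) of the 14 genes that Supplementary Table 1 names for RT-qPCR primers, in each library. Blue points are control libraries, orange points are libraries labelled PELP1-KD and black lines are group means. In each of the 14 genes the libraries labelled PELP1-KD lie below the control libraries, from 4.13% of control for AZGP1 to 80.4% for CDCA7.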

### SMIP34 lowered PELP1 levels and affected PELP1 downstream kinase signaling

Prior research has shown that SMIP34 disrupts the process of PELP1 dimerization, resulting in reduced stability and the initiation of PELP1 degradation. We tested whether SMIP34 treatment induced the degradation of PELP1 in four different HCC cells by Western blotting. The findings demonstrated that treatment with SMIP34 substantially decreased the levels of PELP1 in HCC cells (Fig. 4A). Aside from its genomic roles, PELP1 is also involved in extranuclear signaling through direct interactions with Src-ERK, STAT3, and mTOR kinases (6). The Western blot analysis of HCC cell lysates, with or without SMIP34 treatment, revealed a significant reduction in PELP1 downstream signaling, including the phosphorylation of mTOR, STAT3, Akt, ERK, S6, and 4E-BP1 in the SMIP34-treated group as compared with the control group (Fig. 4B).

**Figure 4:**
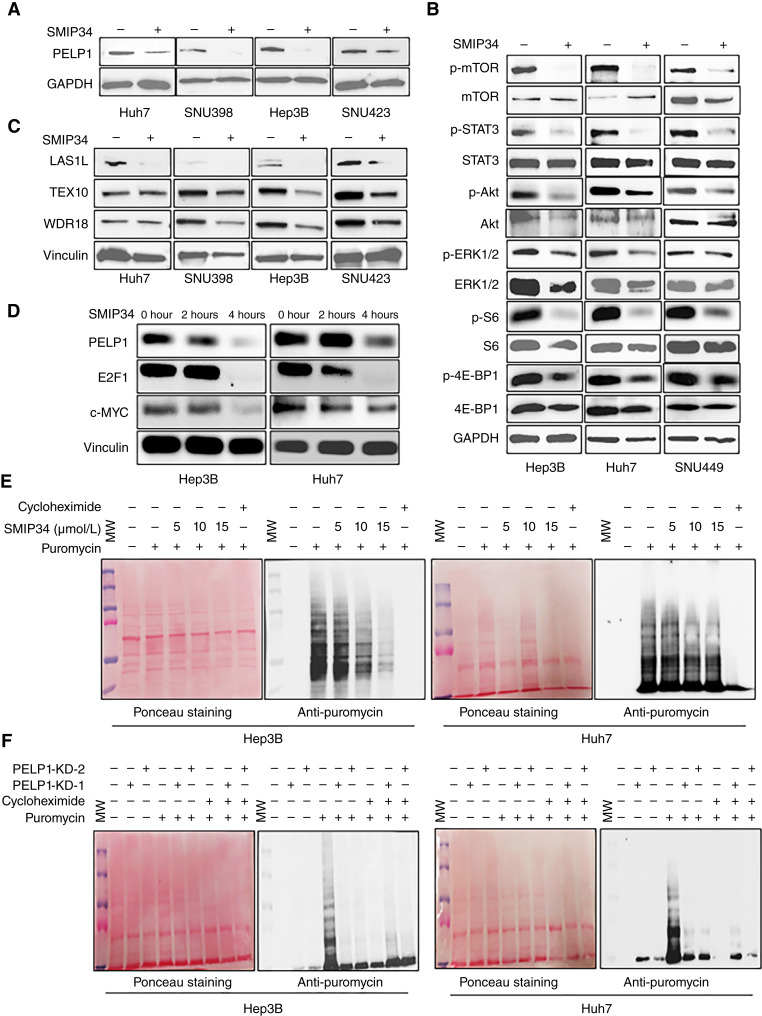
SMIP34 treatment blocked PELP1-mediated extranuclear signaling and decreased global protein synthesis. Huh7, SNU398, Hep3B, and SNU423 cells were treated with vehicle (DMSO 0.01%) or SMIP34 (12.5 μmol/L) to examine PELP1 degradation and the stability of the Rix1 complex by Western blotting (**A** and **C**). Hep3B, Huh7, and SNU449 cells were treated with vehicle (DMSO 0.01%) or SMIP34 (12.5 μmol/L), and the status of known PELP1 downstream signaling targets were analyzed by Western blotting (**B**). Hep3B and Huh7 cells were treated with vehicle (DMSO 0.01%) or SMIP34 (12.5 μmol/L), and the status of E2F1 and c-Myc expressions was analyzed by Western blotting (**D**). Hep3B and Huh7 cells treated with SMIP34 (5, 10, and 15 μm) or Hep3B and Huh7 cells with PELP1-KD were subjected to 30 miniutes of incubation with puromycin (1 μmol/L). The effect of this treatment on global protein synthesis was measured by Western blotting using an anti-puromycin antibody (**E** and **F**).

### SMIP34 treatment decreased Rix1 complex expression and protein synthesis

Previous investigations utilizing *PELP1* knockout cells and mass spectrometry analyses indicated that PELP1 plays a crucial role in maintaining the stability of the Rix1 complex (24). Consequently, we used Western blot analysis to assess the state of the Rix1 complex proteins in HCC cells in the presence of SMIP34 treatment. The Western blot analysis revealed that treatment with SMIP34 leads to a decrease in the amounts of WDR18/PELP1/Rix1 complex proteins WDR18, TEX10, and LAS1L in HCC cell lines (Fig. 4C). Earlier studies suggested that PELP1 regulates the expressions of c-Myc and E2F1. We, therefore, examined the expressions of c-Myc and E2F1 after a shorter SMIP34 treatment period in HCC cells. In both HCC cells, the levels of c-Myc and E2F1 were decreased within 2 to 4 hours following SMIP34 treatment (Fig. 4D). The alterations in the levels of c-Myc and E2F1 resulting from the pharmacologic inhibition of PELP1 for a shorter time period indicate that these fluctuations are not caused by growth inhibition, as the growth inhibitory effects mediated by *PELP1*-KD require a longer time.

Because PELP1 is an essential component of the Rix1 complex that facilitates the synthesis of new proteins, we investigated the impact of SMIP34 on new protein synthesis by treating HCC cells with different concentrations of SMIP34 and incubating them with puromycin for labeling of the C-terminus of translating polypeptide chains. New protein synthesis was measured by Western blotting analysis of whole lysates using an anti-puromycin antibody. The treatment of SMIP34 resulted in a notable reduction in overall protein synthesis in a dose-dependent manner (Fig. 4E). Cycloheximide treatment was used as a positive control, which effectively inhibited the production of new proteins. We also confirmed these findings by utilizing PELP1-KD HCC cells. The results demonstrated that PELP1-KD HCC model cells have significantly decreased amounts of new proteins compared with parental cells (Fig. 4F). Collectively, these findings indicate that PELP1 signaling in HCC cells plays a crucial role in the ribosomal processes regulated by the Rix1 complex and the synthesis of new proteins.

### PELP1 is essential for the growth of HCC xenografts *in vivo*

In this study, we investigated the necessity of PELP1 for HCC growth *in vivo* by using xenografts of Hep3B model cells with or without *PELP1*-KD. Hep3B–control vector or Hep3B–*PELP1*-KD cells (2 × 10^6^) were injected subcutaneously into female SCID mice, and tumor growth was monitored. *PELP1*-KD in Hep3B cells led to a notable decrease in tumor volume and weights compared with control Hep3B xenografts, indicating that *PELP1*-KD hinders the progression of HCC tumors (Fig. 5A and D). IHC analyses utilizing Ki67, a marker of cellular proliferation, demonstrated decreased levels of proliferation in *PELP1*-KD tumors, along with decreased PELP1 expression in *PELP1*-KD xenografts, compared with controls (Fig. 5G). We also confirmed the impact of reducing PELP1 levels on HCC progression using xenografts in male mice. The results demonstrated that knockdown of PELP1 in Hep3B also greatly decreased the progression of xenografts as well as reduced levels of proliferation marker Ki67 and PELP1 in male mice (Fig. 5B, E, and H). We next evaluated whether pharmacologic inhibition of PELP1 using SMIP34 resulted in a reduction of tumor growth. Mice with Hep3B xenografts were randomized and administered with either vehicle or SMIP34 (20 mg/kg/i.p./5 days/week). SMIP34 treatment significantly reduced the tumor progression and tumor weight compared with vehicle-treated cells (Fig. 5C and F). Furthermore, IHC analyses revealed decreased levels of proliferation marker Ki67 along with decreased PELP1 expression in SMIP34-treated xenografts compared with controls (Fig. 5I). Overall, these findings indicate that PELP1 signaling plays a significant role in the growth of HCC xenografts.

**Figure 5:**
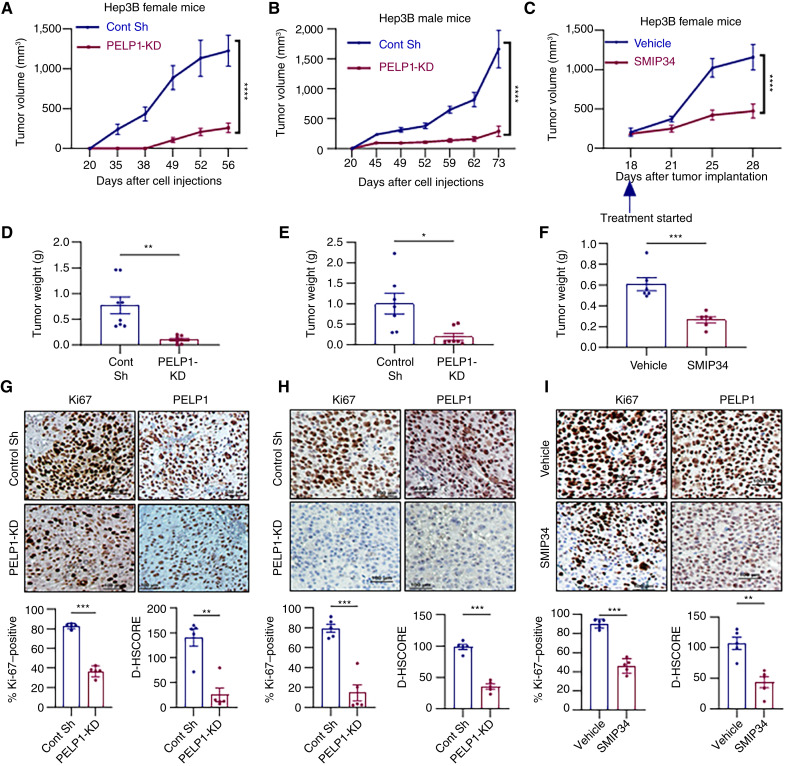
*PELP1*-KD or SMIP34 treatment suppresses HCC xenograft tumor growth *in vivo*. Hep3B–control and Hep3B–*PELP1*-KD model cells were injected subcutaneously into female (**A**, **D**, and **G**) or male SCID mice (**B**, **E**, and **H**). Tumor volumes were assessed at 3 to 5 days of intervals. Tumor volume (**A** and **B**), tumor weights (**D** and **E**), and IHC analyses of Ki67 and PELP1 (**G** and **H**) for tumors are shown. Hep3B xenograft tumor fragments measuring 2 to 3 mm^3^ were implanted subcutaneously , and following tumor establishment (∼200 mm^3^), the mice were randomly assigned to receive either vehicle (control) or SMIP34 (20 mg/kg body weight) 5 days a week through i.p. injection (*n* = 5). Tumor volume (**C**), tumor weights (**F**) and IHC analyses of Ki67 and PELP1 (**I**) for tumors are shown. Scale bar, 100 μm. Data are represented as the mean ± SEM. *P* values are calculated using Student *t* test and two-way ANOVA, *, *p* < 0.05; **, *p* < 0.01; ***, *p* < 0.001; ****, *p* < 0.0001. Cont sh (Control short hairpin).

## Discussion

More than a million people will be diagnosed with liver cancer by 2025, and about 90% of all liver cancer cases are HCC (3). Advances in basic and clinical research have helped in understanding the complex biology of HCC; however, it still remains as a very devastating disease. HCC diagnoses commonly occur in late stages, with drug resistance, clonal development, and tumor heterogeneity, contributing to reduced effectiveness of current therapies (31). Identification of molecular drivers that can be targeted for the treatment of advanced HCC is urgently needed. In this study, we identified that PELP1 is highly expressed in HCC and associated with poor survival rates. Using several HCC model cells, we provided evidence that PELP1 signaling plays a key role in the progression of HCC. Furthermore, PELP1 regulates c-Myc and E2F pathways and new protein synthesis. Finally, we demonstrated that PELP1 plays a critical role in HCC tumor progression *in vivo*. Collectively, these findings implicate a key role of PELP1 in HCC.

PELP1 has been recognized as a biomarker for cancer with negative prognoses, such as breast, prostate, ovarian, and endometrial cancers (32). Our analysis of TMA data revealed that the expression of PELP1 is increased in HCC relative to normal liver tissues. Moreover, the findings derived from publicly available databases corroborated the heightened expression of PELP1 in HCC. These findings suggest that dysregulation of PELP1 expression occurs in HCC. Nevertheless, future research using a greater number of HCC tumors is needed to validate these findings and to establish PELP1 both as a prognostic biomarker and a target for therapeutic intervention in HCC. Earlier studies have shown that *PELP1*-KD reduced cell growth, survival, and migration in endometrial cancer cells (26, 33). Corroborating these findings, using *PELP1*-KD model cells, we demonstrated that PELP1 is essential for cell viability, survival, and invasion in HCC.

The oncogenic signaling of PELP1 is established in several cancers, such as breast, endometrial, ovarian, salivary, prostate, lung, pancreatic, and colon cancers (15–21). However, its role in HCC remains unknown. Wnt-β-catenin signaling pathway activation is found in 30% to 50% of HCC cases due to mutations in β-catenin, AXIN1, or APC (34). Furthermore, epigenetic regulation, oxidative stress, and the Akt–mTOR and MAPK pathways are also linked to HCC (35). Additionally, CCND1, FGF19, VEGFA, and MYC chromosomal amplifications activate oncogenic signaling pathways (36). Earlier studies implicated PELP1 signaling in the activation of multiple oncogenic pathways, including the Wnt-β-catenin signaling, Akt–mTOR, and cMyc pathways (6). The results from RNA-seq studies indeed confirmed that *PELP1*-KD significantly reduced the expression of genes involved in E2F, epithelial–mesenchymal transition, β-catenin, Ras, and c-Myc pathways.

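In the same Hep3B libraries, an EMT list compiled before the data were examined had 22 tested genes that went both ways. Their median log2 fold change was 0.04 in the libraries labelled PELP1-KD (camera adjusted p = 0.712, fry adjusted p = 0.207). Of these genes, 9 were called lower and 10 higher by edgeR, over all genes tested and also adjusted over the list alone. BGN, CTGF (−1.15) and ZEB2 (−1.48) were lower by at least 2-fold, and COL1A1 (log2 fold change 1.44) was higher by at least 2-fold. The sign of the median depended on the processing, since DESeq2 gave −0.038 and the fit without replicate 1 of PELP1-KD gave −0.032. A list of 15 tested direct targets of β-catenin had a median of −0.15, which camera did not call (adjusted p = 0.244) and fry did (adjusted p = 0.00172). Here 7 genes were called lower and 4 higher over all genes tested, and 8 and 5 adjusted over the list alone. With each library left out in turn, the list's median was between −0.21 and −0.086. NKD1 and NOTUM fell, with log2 fold changes of −3.14 and −2.34, and LEF1 rose by 1.08. The β-catenin gene CTNNB1 rose from 20260 ± 127 to 24008 ± 142 normalized reads (SD, n = 3 each), a log2 fold change of 0.24 (standard error 0.03, adjusted p = 4.97e-07). CCND1 rose by 0.15 (standard error 0.03, adjusted p = 0.000326). No list of Ras pathway genes was tested.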

A recent study utilizing inducible *PELP1* knockout showed that PELP1-mediated oncogenic activities involve the regulation of several transcription factors, including c-Myc, as well as ribosome biogenesis (24). 

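Genes of ribosome biogenesis that MYC induces were tested as a list fixed before the data were examined. Its 36 genes had a median log2 fold change of −0.05 in the libraries labelled PELP1-KD against control, which camera did not call (adjusted p = 0.295) and fry did (adjusted p = 0.00172). Of the 36 genes, 20 were lower and 16 higher. At an adjusted p below 0.05 from edgeR, 12 were called lower and 5 higher over all genes tested, and 11 and 4 adjusted over the list alone. None changed 2-fold. The 84 tested genes of ribosomal proteins had a median of −0.02 (camera adjusted p = 0.268, fry adjusted p = 0.129), with 25 called lower and 12 higher over all genes tested, and 25 and 11 adjusted over the list alone. Ribosomal protein genes have many near-identical pseudogenes, and reads that matched several places were shared out as fractions, so their values are uncertain. RPS6, whose protein is a component of the small ribosomal subunit, had a log2 fold change of −0.15 (standard error 0.03, adjusted p = 0.000254).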

Through RNA-seq–based research, we have found that PELP1 plays a role in regulating the c-Myc pathway in HCC cells. The PELP1-TEX10-WDR18 complex serves as a regulator of ribosomal biogenesis and controls the pace of ribosomal synthesis (22). By manipulating the recruitment and release of the AAA-ATPase MDN1, PELP1 functions as a regulatory checkpoint in the maturation of the mammalian 60S ribosomal subunit (37). Our findings using pharmacologic inhibition of PELP1 revealed a significant reduction in the levels of Rix1 complex proteins, including WDR18, TEX10, and LAS1L. Our investigations into the mechanisms using puromycin labeling experiments have validated that the administration of SMIP34 or the KD of PELP1 leads to a reduction in protein production in HCC cells. Collectively, these findings suggest that the SMIP34-mediated growth inhibitory effect is in part mediated by blocking PELP1-facilitated functions in ribosomal biogenesis and protein synthesis.

Recent research has demonstrated the efficacy of the PELP1 inhibitor SMIP34 (25). Mechanistic investigations demonstrated that SMIP34 interferes with the formation of PELP1 homodimers and diminishes the dimerization of PELP1, leading to a decrease in the stability of PELP1 (26). The utility of SMIP34 as a PELP1 inhibitor has been validated in multiple cancer models, including estrogen receptor^+^ breast cancer (25), triple-negative breast cancer (38), and endometrial cancer (26). In this study, we used multiple HCC model cells to ascertain that SMIP34 diminished PELP1 expression and decreased cell viability and colony formation. Prior research demonstrated that the interaction between PELP1 and mTOR resulted in the activation of mTOR downstream signaling (39). Treatment of HCC cells with the PELP1 inhibitor SMIP34 effectively decreased the activity of mTOR and its downstream effectors, such as S6 and 4E-BP1. The findings from our investigation, utilizing SMIP34, are consistent with previously published research that establishes the involvement of PELP1 in mTOR signaling.

The dysregulation of PELP1 is a contributing factor to the development of therapy resistance (40) and metastases (11). Administering *PELP1*-siRNA liposomes to xenograft tumors resulted in a substantial decrease in tumor volume (41). Therapies specifically targeting PELP1 improved the effectiveness of chemotherapy (40). PELP1 signaling contributes to medulloblastoma progression by regulating the NF-κB pathway (42). It has been demonstrated that the modulation of metabolic PFKFB kinases by the PELP1/SRC-3 complex contributes to the development of therapy resistance (43). In this study, we have shown that KD of PELP1 or its pharmacologic inhibition using SMIP34 significantly reduces the progression of HCC *in vivo*. Considering the function of PELP1 in the promotion of chemotherapy resistance, future research is needed to assess the efficacy of combining SMIP34 with standard-of-care therapies for HCC, such as sorafenib. Despite the efficacy of SMIP34 *in vivo*, its translation to humans necessitates additional optimization of its potency to nanomolar and improved pharmacokinetic properties. Our ongoing research is focused on the optimization of SMIP34 using structure–activity relationship studies.

### Conclusions

In conclusion, our data provide the first evidence that the proto-oncogene PELP1 plays a critical role in the progression of HCC and that PELP1 suppression decreases HCC cell growth both *in vitro* and *in vivo*. Our results suggest that drugs targeting PELP1, such as SMIP34, may be useful as novel targeted therapy for treating HCC.

## Supplementary Material

Supplementary Table 1 Supplementary Table 1. List of all the primers used for RT-qPCR.

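RT-qPCR measures an RNA by copying it into DNA and amplifying the stretch between a forward and a reverse primer, so a pair reports on the gene whose transcripts carry both sites. The table gives 16 pairs. Each was matched exactly against 254413 transcripts annotated on GRCh37, the assembly of hg19. For 13 pairs, both primers matched transcripts of the same gene, which for 12 of them was the gene named in the table. The POLA2 pair also matched transcripts of another annotated gene. The products had 69 to 234 bases, and 8 of them crossed a junction between exons, which keeps genomic DNA from giving the same product. The MCM3 pair lies on chromosome 6 from 52148141 to 52149428, in exons 1 and 2 of 17, with a product of 98 bases of coding sequence. The BIRC5 pair lies on chromosome 17 from 76210441 to 76210810, in exons 1 and 2 of 4, with a product of 118 bases. The CCNE1 product, 80 bases from 30303603 to 30303682 on chromosome 19, lies in a single exon, exon 3 of 12. The pair listed for BRCA2 matched no BRCA2 transcript. Both of its primers matched exon 5 of 7 of BCCIP, which encodes a protein that binds BRCA2, on chromosome 10 from 127520012 to 127520162, with a product of 151 bases. In the RNA-seq libraries, BCCIP had 2479 ± 61.6 normalized reads in control and 2415 ± 104 in the libraries labelled PELP1-KD (SD, n = 3 each), a log2 fold change of −0.04 (standard error 0.04, adjusted p = 0.485 from edgeR). For APOA2 and GHR, the forward primer matched the named gene, and the reverse primer as printed had no exact match. Neither primer listed for 18S matched an annotated transcript. Whether the searched transcripts hold 18S ribosomal RNA was not checked, so this does not tell whether those primers are right. GAPDH, whose product of 69 bases lies outside the coding sequence, had a log2 fold change of 0.05 in the RNA-seq libraries (standard error 0.03, adjusted p = 0.183 from edgeR). The RT-qPCR measurements themselves were not analysed here.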

Supplementary Figure 1 Figure S1. Levels of PELP1 expression in 6 HCC cell lines.

Supplementary Figure 2 Figure S2. SMIP34 treatment downregulates liver specific genes, MYC and E2F pathway targeted genes in HCC cells.

# Supplementary material for: PELP1 Is a Novel Therapeutic Target in Hepatocellular Carcinoma
**Source:** Cancer Res Commun. 2024 Oct 7;4(10):2610–20. doi: 10.1158/2767-9764.CRC-24-0173
**Supplement:** Supplementary Table 1 — List of all the primers used for RT-qPCR.

**Supplementary Table 1.** List of all the primers used for RT-qPCR

| Gene list | Primers                       |
|-----------|-------------------------------|
| CCNE1-F   | 5- AAGGAGCGGGACACCATGA -3     |
| CCNE1-R   | 5- ACGGTCACGTTTGCCTTCC -3     |
| BRCA2-F   | 5- TCAAGAGTTGGTTCTACGCTTC -3  |
| BRCA2-R   | 5- CATGGGCAGAGCGATCTGT -3     |
| MCM3-F    | 5- TCAGAGAGATTACCTGGACTTCC -3 |
| MCM3-R    | 5- TCAGCCGGTATTGGTTGTCAC -3   |
| BIRC5-F   | 5- AGGACCACCGCATCTCTACAT -3   |
| BIRC5-R   | 5- AAGTCTGGCTCGTTCTCAGTG -3   |
| POLA2-F   | 5- TCTTCGGCCTAGACTGCGA -3     |
| POLA2-R   | 5- CTATGCCTGGCTTTCGATAATCT -3 |
| TAF4B-F   | 5- CGCCCCTCCTAAAGTCAGC -3     |
| TAF4B-R   | 5- TACCAACATCAACGGACCACT -3   |
| HLF-F     | 5- CCACCTTTATCCCGCCTCC -3     |
| HLF-R     | 5- TTTACTAAATGCGTCTTCGTGGT -3 |
| CDCA7-F   | 5- GGGTGGCGATGAAGTTTCCA -3    |
| CDCA7-R   | 5- GGGGATGTCTTCCACGGAAC -3    |
| SAC3D1-F  | 5- AAGCCCTGCATGAGGTTCTAC -3   |
| SAC3D1-R  | 5- CACTGCACAGCGCAACTTG -3     |
| AZGP1-F   | 5- AACCAAGATGGTCGTTACTCTCT -3 |
| AZGP1-R   | 5- CCTGCTTCCAATCCTCCATTC -3   |
| AGTR1-F   | 5- ATTTAGCACTGGCTGACTTATGC -3 |
| AGTR1-R   | 5- CAGCGGTATTCCATAGCTGTG -3   |
| TM4SF4-F  | 5- AGGAAGCGGTGTCTTGATGAT -3   |
| TM4SF4-R  | 5- GGAGGTGAACATCGCAAATCG -3   |
| APOA2-F   | 5- GGAGCCATGTGTGGAGAGC -3     |
| APOA2-R   | 5- CAGTTCGTTCCAGCCTTCT -3     |
| GHR-F     | 5- CCATTGCCCTCAACTGGACTT -3   |
| GHR-R     | 5- AATATCTGCATTGCGTGGTGTC -3  |
| 18S-F     | 5-GCTTAATTTGACTCAACACGGGA -3  |
| 18S-R     | 5-AGCTATCAATCTGTCAATCCTGTC -3 |
| GAPDH-F   | 5- TCGACAGTCAGCCGCATCT-3      |
| GAPDH-R   | 5- CTAGCCTCCCGGGTTTCTCT-3     |

# Supplementary material for: PELP1 Is a Novel Therapeutic Target in Hepatocellular Carcinoma
**Source:** Cancer Res Commun. 2024 Oct 7;4(10):2610–20. doi: 10.1158/2767-9764.CRC-24-0173
**Supplement:** Supplementary Figure 1 — Figure S1. Levels of PELP1 expression in 6 HCC cell lines.

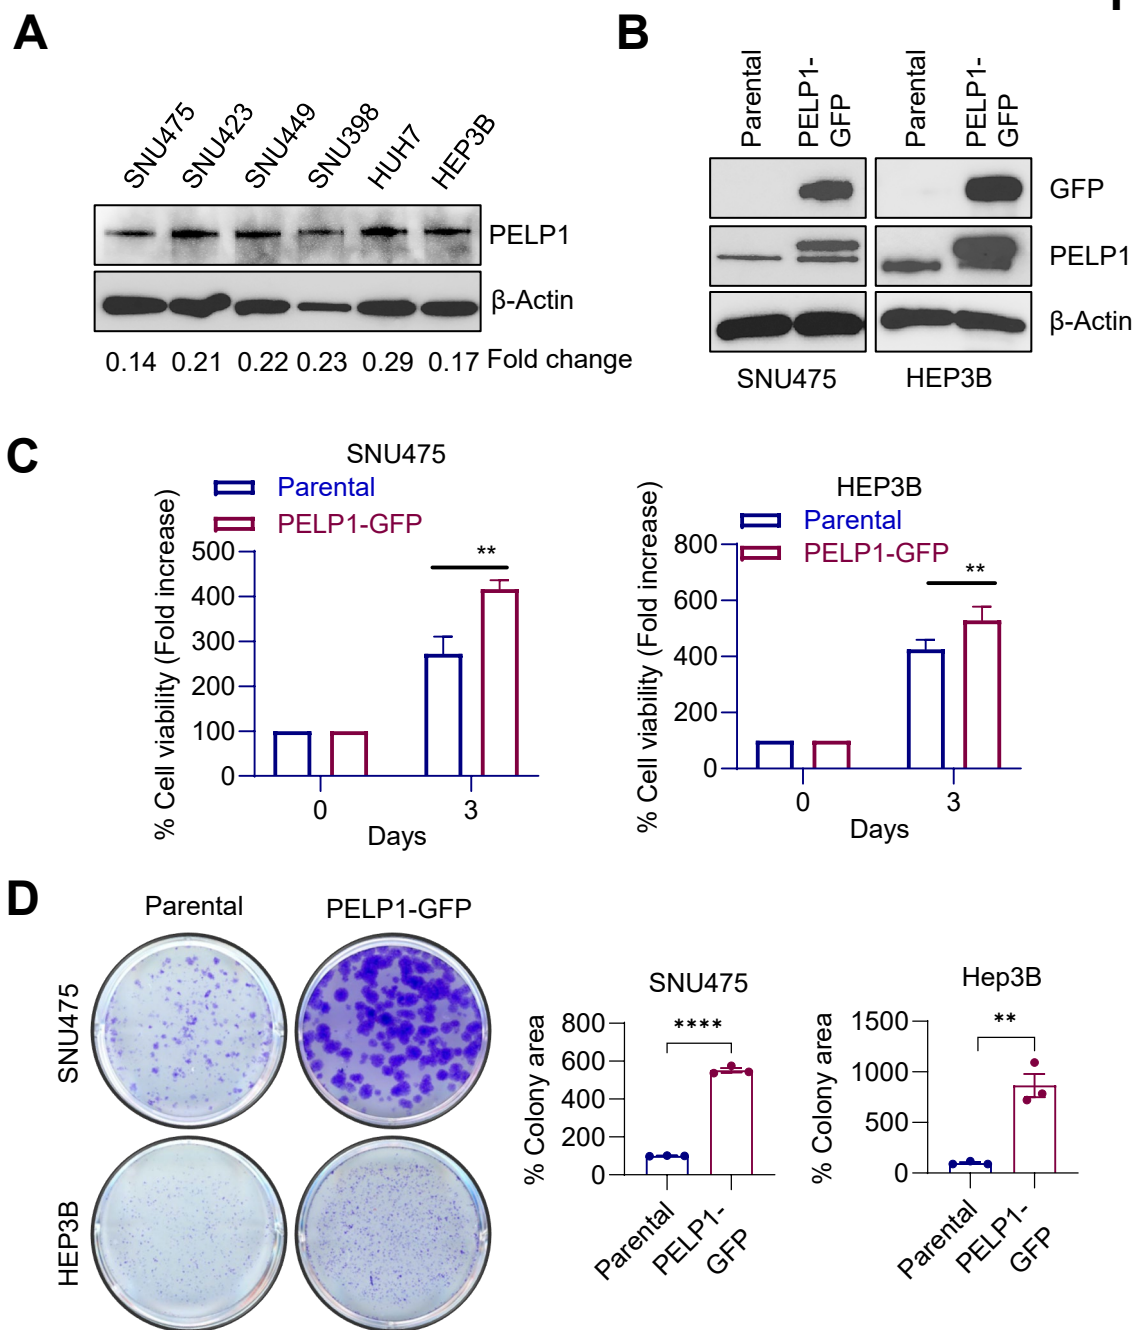

**Figure S1.** Levels of PELP1 expression in 6 HCC cell lines (A). PELP1 was overexpressed in SNU475 and Hep3B cell lines and expression was validated using GFP and PELP1 antibodies (B). PELP1 overexpression significantly increased cells proliferation (C) and colony formation (D) in HCC cell lines. Data are represented as mean  $\pm$  SEM. *P* values are calculated using t test and two-way ANOVA, \*\**p* < 0.01; \*\*\*\**p* < 0.0001.

# Supplementary material for: PELP1 Is a Novel Therapeutic Target in Hepatocellular Carcinoma
**Source:** Cancer Res Commun. 2024 Oct 7;4(10):2610–20. doi: 10.1158/2767-9764.CRC-24-0173
**Supplement:** Supplementary Figure 2 — Figure S2. SMIP34 treatment downregulates liver specific genes, MYC and E2F pathway targeted genes in HCC cells.

A

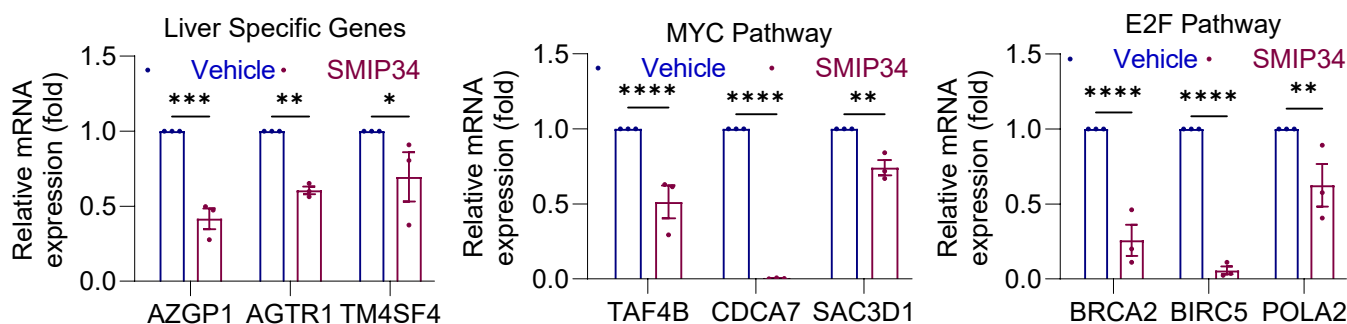

B

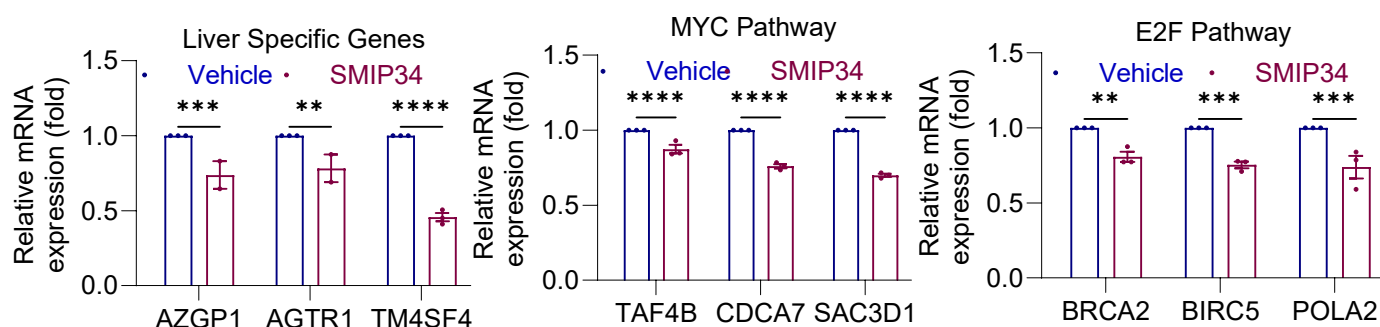

**Figure S2.** SMIP34 treatment downregulates liver specific genes, MYC and E2F pathway targeted genes in HCC cells. Hep3B (A) and SNU449 (B) cells were treated with either the vehicle or SMIP34 (12.5  $\mu$ M) for 24 h, and RT-qPCR was used to validate the specific genes that were differentially regulated by PELP1-KD in RNA-seq analysis. Data are represented as mean  $\pm$  SEM. *P* values are calculated using two-way ANOVA, \**p* < 0.05; \*\**p* < 0.01; \*\*\**p* < 0.001; \*\*\*\**p* < 0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

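RNA-seq of Hep3B cells was analysed, with 3 control libraries and 3 libraries labelled PELP1-KD. Samples were grouped by their labels, which carry replicate numbers 1 to 3 in each group. The study's cell assays, Western blots, RT-qPCR and xenografts have no values here.

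By the paper's methods, the authors mapped reads to hg19 with TopHat2 and counted them with HTSeq. The header of each deposited table gives a command of featureCounts, by strand, on exons summed per gene, with a minimum mapping quality of 2. It kept reads that matched several places and reads that overlapped several genes, and shared them out as fractions. The authors thus deposited estimated counts per gene, one table per library, without normalization. Genes with near-identical copies, overlapping genes such as H19 with MIR675 and SNRPN with SNURF, and the 239 genes with exons on alternative haplotypes of hg19 (94 of them tested) have less certain values as a result.

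The estimated counts were rounded to whole numbers. The libraries held between 26758363 and 34456542 reads on genes. Of 23228 genes, 18678 had a read in at least 1 library and 14537 passed edgeR's filterByExpr. Between 16813 and 17076 genes had a read in a single library. The libraries give a median standard error of 0.063 for a gene's log2 fold change. Fold changes and adjusted p values come from edgeR 4.0.16 (glmQLFit with robust estimation and glmQLFTest, TMM normalization, R 4.3.3), with Benjamini-Hochberg adjustment over the tested genes and thresholds of 0.05 and a log2 fold change of 1. The standard error is the absolute log2 fold change over the square root of the F statistic. Normalized reads are reads divided by the TMM-scaled library size relative to its geometric mean. A 95% interval of a log2 fold change uses 4 degrees of freedom. Intervals of a ratio of reads are exact binomial and cover counting error only. Where a group had 0 reads, a lower bound of the fold was computed against 3 reads.

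Lists of genes were compiled before the data were examined, for DNA replication, mitosis, hepatocyte genes, ribosome biogenesis induced by MYC, EMT, feedback targets of WNT and β-catenin, imprinted genes, interferon-stimulated genes, the ATF4 response and p53 targets. The ribosomal protein genes were taken by their symbols, and the 14 primer targets by the gene names printed in Supplementary Table 1. Lists were tested with camera of limma 3.58.1 (preset correlation 0.01, log2 CPM with a prior count of 2), with fry, and with camera's estimated correlation. Adjustment was over the 12 lists. The shift of each chromosome is the median log2 fold change of its tested genes less that of all other genes. It was compared with 10000 permutations of the fold changes within 20 bins of mean expression, over chromosomes with at least 20 tested genes.

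The genes named were fixed by a rule before the data were examined. These are PELP1, genes that the paper names, and called genes without overlap between the groups and with at least 100 normalized reads in the higher group, of which the 5 with the smallest p and the 5 with the largest change in each direction were taken. Of a list's members at least 2-fold changed, the 3 with the smallest p in each direction were named. Any other gene named is marked as looked at after its values had been seen.

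The alternatives were DESeq2's size factors or upper-quartile normalization in edgeR, DESeq2 1.42.0, no filter on low counts, at least 10 reads in every library, a mean of at least 1 RPKM in either group, an adjusted p below 0.01, edgeR's glmTreat against a 2-fold change, the replicate number as a block, and each library left out in turn. Lists were also summarised over members with a mean of at least 100 reads. The shift of chromosomes was also computed without the genes past both thresholds. A block with a correction for GC content and gene length (loess, span 0.3) and DESeq2 with the RPKM minimum were added after the data had been seen.

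The replicate numbers were checked for pairing. Over 6397 genes with a log2 CPM (reads per 1e6 reads) above 5, the deviations from the group mean of control and PELP1-KD libraries with the same number had correlations of 0.333, 0.242 and 0.665 across genes, which are not independent replicates. Control replicate 2 with PELP1-KD replicate 1 had 0.419, and control replicate 1 with PELP1-KD replicate 2 had 0.241. The values thus set replicate 3 of both groups apart but do not tell replicates 1 and 2 from each other, so the pairing comes from the labels. Replicates of one group differed by more than sampling noise, with a chi-square per degree of freedom between 1.98 and 7.80, so no library was counted as a copy of another.

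The methods were tested on simulated counts for the comparison of PELP1-KD with control, drawn from the real means and library sizes with 200 changed genes. edgeR recovered 199 of them (99.5%) with 3 false calls among 14438 tested genes, and DESeq2 recovered 196 with 1 false call among 14537. A list of 30 genes lowered by 0.2 was returned at −0.19, and a shift of 0.15 planted on chromosome 8 was returned at 0.15 with 1 chromosome called. For 11002 genes in 220 blocks, the scan of neighbouring genes found the 1 planted block. For 10551 genes, the search for short words in 3' untranslated regions ranked the planted word at place 1. That word was carried by 2612 of these genes, and each carrier was shifted by −0.15. Rarer words, or an action on only part of the carriers, were not tried. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for these searches and for the plots.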

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

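The correction for GC content and gene length in this part was chosen after the data had been seen. The paper's text does not discuss interferon genes. Of a list of 33 interferon-stimulated genes compiled before the data were examined, 22 were tested and 21 of them were higher in the libraries labelled PELP1-KD. Their median log2 fold change was 0.65 (camera adjusted p = 8.6e-09, fry adjusted p = 1.14e-06, and 0.0158 with an estimated correlation). By edgeR, 18 were called higher and 0 lower over all genes tested, and 19 and 0 adjusted over the list alone, and 7 were higher by at least 2-fold. OAS3 rose from 1470 ± 36.2 to 3821 ± 47.7 normalized reads (SD, n = 3 each), a log2 fold change of 1.38 (standard error 0.04, adjusted p = 6.36e-16). IFIT3 and PARP14 had log2 fold changes of 1.43 and 1.12. The list's median lay between 0.60 and 0.80 under its 16 alternatives and was called under each of them.

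After a correction for GC content and gene length in the fit with the replicate block, the median was 0.64, which argues against these properties of the listed genes as the whole cause. In the other 9 splits of the 6 libraries, the largest absolute median of this list was 0.27, but camera called the list in each of those 9 splits too. Each of them moves 1 library of each group to the other side and so carries part of the difference between the groups. Since a split of this kind holds a part of the real difference by construction, neither the camera call nor the size of the median excludes chance. What stays open is whether the difference goes with PELP1, with the hairpin or its vector, or with a difference between the transduced cell populations. The labels also leave open whether 1 PELP1 shRNA or both were used. Each of these may raise interferon genes, and no test here separates them.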

How the results depend on the processing

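The correction for GC content and DESeq2 with the RPKM minimum were chosen after the data had been seen, and the other alternatives before. For the 18 results that answer a comparison, 285 values were computed under 21 alternatives. Of these, 262 kept the direction and the side of the threshold, or stayed within 1.5 times a count, 10 counts moved further, 6 values became called, 4 lost their call and 3 changed sign. For 46 genes, 586 values gave 570 without change, 9 newly called, 6 that lost their call and 1 that changed sign, and all changes were in E2F1, MKI67 and MDN1.

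The number of genes changed at least 2-fold was 1112. It was 594 with a mean of at least 1 RPKM in either group (251 higher, 343 lower), 585 with the same minimum in DESeq2 (243 higher, 342 lower) and 613 when edgeR's glmTreat tested against a 2-fold change (202 higher, 411 lower). The RPKM minimum tests fewer genes and glmTreat asks for more than the threshold on the estimate, so both lower the count by construction. At least 10 reads in every library left 742 genes, of which 424 were lower. This removes genes that fall to near 0, and the share of higher genes was 42.9% against 37.3%. The count was 1110 with DESeq2's size factors, 1108 with upper-quartile normalization, 1202 with DESeq2, 1386 without a filter, 1054 at an adjusted p below 0.01, 1113 with the replicate block, and from 1143 to 1174 with each library left out in turn. At least 1035 of the 1112 genes were also called in each fit that left out a library, and 740 with at least 10 reads.

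PELP1 had a log2 fold change of −0.08 and was not called. It was called with the replicate block (−0.083, adjusted p = 0.0106) and with the block and the GC correction (−0.075, adjusted p = 0.00508). With each library left out it was between −0.10 and −0.040, and among these fits it was called only without replicate 3 of PELP1-KD (adjusted p = 0.018). Its adjusted p ranged from 0.00508 to 0.424 over all alternatives. The block, which uses the pairing of the libraries, changed no other call among the results that answer a comparison, but among the single genes it called MKI67 (−0.080, adjusted p = 0.00416).

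The EMT list changed sign, from 0.044 to −0.038 with DESeq2, and was between −0.032 and 0.090 with each library left out, the lowest without replicate 1 of PELP1-KD. The ribosomal protein list was between −0.032 and 0.00017 with each library left out, and the highest value was again without replicate 1 of PELP1-KD. Neither list was called under any alternative. MDN1 changed from 0.11 to −0.036 with the block and the GC correction. The cause was not tested for these changes. With fry, the ATF4 list (−0.16), the ribosome biogenesis list (−0.045) and the WNT list (−0.15) became called. With an estimated correlation, camera no longer called the DNA replication (−0.11), mitosis (−0.18), hepatocyte (−0.32) and imprinted (−0.49) lists. The imprinted list stayed called but moved to −0.20 with at least 10 reads in every library, and lay between −0.59 and −0.29 with each library left out, the weakest without replicate 1 of PELP1-KD. The hepatocyte list moved to −0.20 with at least 10 reads. The WNT list lay between −0.21 and −0.086 with each library left out, the weakest again without replicate 1 of PELP1-KD. The interferon list and the primer targets were called under all 16 alternatives. Reads are few for genes such as CHODL and FAR2, and their fold changes are known only within wide limits.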

Differences from the paper's values

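The alternative that combines DESeq2 with the RPKM minimum was chosen after the data had been seen. The paper reports 592 genes with a 2-fold change and an adjusted p below 0.05, and 1112 were found here. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's with a mean of at least 1 RPKM in either group (594), with edgeR's glmTreat against a 2-fold change (613) and with at least 10 reads in every library (742). It did not with DESeq2 (1202), DESeq2's size factors (1110), upper-quartile normalization (1108), no filter (1386), an adjusted p below 0.01 (1054), the replicate block (1113) or any library left out (1143 to 1174). DESeq2 with the RPKM minimum, chosen after seeing the values, gave 585. The block with the GC correction, likewise chosen after seeing them, gave 1114. The paper's text names no expression minimum.

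The paper states that PELP1-KD lowered genes of the epithelial–mesenchymal transition. In the list tested here, 10 of 22 genes had a negative and 12 a positive log2 fold change, with a median of 0.04, and 9 were called lower and 10 higher by edgeR. No alternative called the list. It states the same of the β-catenin pathway. Of the 15 tested targets, 9 were lower and 6 higher, and camera did not call the list (adjusted p = 0.244), while fry did (adjusted p = 0.00172). CTNNB1 itself was higher, with a log2 fold change of 0.24. It also states that PELP1-KD lowered c-Myc pathway genes. The ribosome biogenesis list was not called by camera (adjusted p = 0.295) and was called by fry (adjusted p = 0.00172), with 20 of 36 genes lower, whereas MYC itself was lower. These lists are not the sets that the paper used.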

Other observations

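The tests of exchanged labels, of the width of the PELP1 interval and of the placement of genes in blocks were chosen after their results had been seen, as was the correction for GC content. The genes MAGEA3, IGF2, CDKN1C, KCNQ1OT1, IPW, UBE3A and NIPA1 were also looked at only after the data had been seen. The targets of the aryl hydrocarbon receptor were compiled after CYP1A1 and CYP1B1 had been seen, but before their own values were.

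PELP1 RNA in the libraries labelled PELP1-KD was 94.5% of the control level. Reads of an overlapping gene cannot have made up for a fall, since 0 bases of PELP1's exons are shared with another gene on the same strand. Too few reads are not the reason either, because the lower 95% bound of the log2 fold change was −0.20, far from a halving. An exchange of the group labels would not account for the missing fall. The knockdown cells would then be those with 4970 normalized PELP1 reads, against 4695 in control. Whether the labels were exchanged at all is not decided by the direction of other genes. The genes named for the RT-qPCR primers were lower at an edgeR adjusted p below 0.05 in the libraries labelled PELP1-KD in 14 of 14 cases. The study chose them on these libraries, however, so their direction would be the same after an exchange before its own analysis. The RT-qPCR of Fig. 3E, which could bear on this, was not analysed here. The paper reports lower PELP1 protein in its knockdown cells, Hep3B among them, by Western blot (Fig. 2A). It also reports lower PELP1 by IHC in xenografts of Hep3B knockdown cells. A fall of the protein without a fall of the RNA thus stays open as a reason. So does a loss of the knockdown in the cells used for RNA. Neither was tested here.

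The 6 libraries can be split into 3 and 3 in 10 ways. Only 1 of 10, the real split, gave as many as 1112 genes past both thresholds, and 1 of 10 gave as many as 7788 genes with an adjusted p below 0.05. The other 9 splits gave 0 genes at either threshold, with 46 to 251 genes at an unadjusted p below 0.05. For gene lists, 1 of 10 splits gave as many as 6 lists called by camera, but the other 9 gave 3 to 5. With 10 splits, a share cannot be below 0.1, so chance cannot be excluded by this count. Among the 4 splits that part all 3 pairs of replicate numbers, the other 3 gave 0 genes past both thresholds. Camera called lists in all the other splits too, each of which carries only part of the difference between the groups, so its calls do not set the real split apart. Because of that shared part, a larger value in the real split follows by construction and excludes no explanation. A difference in library size does not explain the count either, since 1062 genes remained past both thresholds with all libraries thinned to the smallest.

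The paper reports lower Rix1 complex proteins after SMIP34 treatment. For the RNA of these genes in the libraries labelled PELP1-KD, WDR18 had a log2 fold change of −0.34 (standard error 0.05, adjusted p = 8.78e-06), TEX10 −0.37 (standard error 0.07, adjusted p = 0.000296) and LAS1L 0.22 (standard error 0.04, adjusted p = 0.000109). MDN1 had 0.11 (adjusted p = 0.039), which was −0.036 with the replicate block and the GC correction. Its call was also lost with DESeq2 (adjusted p = 0.0932) and in 5 of the 6 fits that left out a library, and was kept with the replicate block alone (adjusted p = 0.00703). A list of 30 tested genes of the ATF4 response had a median of −0.16 (camera adjusted p = 0.119, fry adjusted p = 0.000631), with 17 called lower and 8 higher over all genes tested, and 17 and 8 adjusted over the list alone. SLC7A1, NUPR1 and CHAC1 of this list had log2 fold changes of −1.54, −2.17 and −1.19. Hep3B cells lack p53, and 19 tested p53 targets had a median of −0.08 (camera adjusted p = 0.611, fry adjusted p = 0.0644), with 5 called lower and 3 higher over all genes tested, and 5 and 3 adjusted over the list alone.

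Imprinted genes at 3 places fell together, namely H19, IGF2 (−1.43) and CDKN1C (−2.89) on chromosome 11, DLK1 on chromosome 14, and SNRPN with IPW (−4.67) on chromosome 15. Loss of these chromosome segments was weighed by their neighbours within 2 Mb. The median log2 fold change was −0.25 over 71 neighbours of H19, 0.073 over 22 neighbours of DLK1, and −0.24 over 8 neighbours of SNRPN outside the stretch from SNRPN up to UBE3A. This argues against a loss at DLK1. At H19 and SNRPN the neighbours were lower too, though by less than a halving, so a loss there cannot be excluded. UBE3A (−0.19) and NIPA1 (−0.35) fell far less than SNRPN, and KCNQ1OT1 (0.08, adjusted p = 0.584) was not called beside CDKN1C. GC content and gene length are argued against by the median of the list after their correction in the fit with the replicate block, which was −0.49. A candidate explanation that stays open is a change of imprinting or of its maintenance in one of the cell populations. DNA methylation was not analysed here, and the labels do not separate it from an effect of PELP1.

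CYP1A1 and CYP1B1 are known targets of the aryl hydrocarbon receptor, and both rose. Of 8 other targets tested, 3 were higher at an adjusted p below 0.05 (NQO1, TIPARP and UGT1A6) and 4 were lower, among them AHRR (−0.23) and EREG (−0.99). AHRR was near the threshold (adjusted p = 0.0388 from edgeR) and was not called by DESeq2 (adjusted p = 0.0787). Members that go both ways leave it open whether the receptor was activated. UGT1A6 shares exons with other genes of its locus, so its value is uncertain.

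Whole chromosomes differed slightly between the groups. Of 23 chromosomes, 14 had a shifted median (7 higher and 7 lower, Benjamini-Hochberg adjusted p below 0.05 from permuted fold changes), the largest being −0.11 for chromosome 6 and 0.10 for chromosome 18. This count is no evidence by itself, since 4 of 10 splits of the libraries gave as many. Genes were then taken in 220 blocks of 50 neighbours, over 11002 genes with a log2 CPM above 2 and an absolute log2 fold change below 1. In 0 of 1000 permutations were the block medians as widely spread, which argues against chance placement of the genes. Their SD was 0.099, against at most 0.0454 in the permutations. In the other splits of the libraries it reached 0.0515, also above the permutations. Passing this test is thus not particular to the real split. Of the blocks, 6 had a median below the lowest permuted value of −0.21. The lowest were −0.52 on chromosome 13 from 20207788 to 40365802 and −0.36 on chromosome 6 from 42174539 to 52551385, where 90% of the 50 genes were lower. With the replicate block and the GC correction the lowest block median was −0.53 and again 6 lay below the permuted values, which argues against GC content and gene length. In the 5 lowest blocks, chosen on alternate genes only, the genes left out had a median of −0.27 (116 genes), and in the 5 highest blocks one of 0.079 (125 genes). Among the genes left out of the lowest blocks, strongly expressed ones had a median of −0.17 and weakly expressed ones −0.32. A gain or loss of chromosome segments in one of the cell populations is consistent with the lowest blocks, but a change of regulation over the same regions is as well, and the 2 cannot be told apart without DNA values. MCM3 (−0.56) lies in the chromosome 6 block, and its neighbours had a median of −0.27. BRCA2 (−0.72) lies in the chromosome 13 block, and its neighbours had a median of −0.19.

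Such regional shifts do not account for the lower DNA replication and mitosis genes. After the median of the 30 neighbours on each side was subtracted from each gene, the lists' medians were −0.12 and −0.21 and camera still called both (adjusted p = 0.00209 and 3.53e-07). GC content and gene length are argued against as well, with medians of −0.12 and −0.20 after their correction in the fit with the replicate block.

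Many genes changed while PELP1 RNA stayed close to the control level, which raised the question of an action of an shRNA on other mRNAs through its seed, a short match to 3' untranslated regions. No word of 7 bases stood out. The lowest z score over 16107 words and 10551 genes was −3.72, and 124 of 200 permutations gave a word as low. This is a negative result, and a weak or narrow action of this kind cannot be excluded, since the shRNA sequences were not used.

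Replicate 3 of both groups deviated from replicates 1 and 2. Over 6390 genes, its deviation followed exon GC content with a Spearman correlation across genes, which are not independent replicates, of 0.74 in control and 0.84 in the libraries labelled PELP1-KD. This is consistent with a GC content bias that replicate 3 of both groups shares. The log2 fold changes between the groups had a correlation of −0.02 with GC content.

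Some genes were close to off in one group. MAGEA3 had 66, 70 and 82 reads in the control libraries and 0 in each library labelled PELP1-KD, which is at least 64.7-fold lower. No explanation was tested for it.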
